A study of Rattus norvegicus with 6 samples.

How the data were processed

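Nuclei from punches of the nucleus accumbens of adult rats were measured by droplet-based single-nucleus RNA sequencing in 6 libraries, 3 from rats given saline and 3 from rats given naloxone after heroin self-administration. Groups were taken from the treatment named in the labels, and replicate numbers 1 to 6 from the sample titles. Per the labels, each library pools male and female tissue, and the labels name no batch, sequencing date or pairing of the libraries.

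The deposited values are counts of unique molecular identifiers (UMIs) per gene and barcode, with no normalization. Per the file headers they were made with Cell Ranger 9.0.1, and per the labels from 10x GEM-X 3' v4 libraries sequenced to about 23000 read pairs per nucleus. The genome build, the annotation release and whether reads in introns were counted are not stated, so no coordinates are given. Genes carry the identifiers and symbols of the files. The files hold 25629 genes, and 289 symbols are used by more than one gene, which were kept apart by their identifiers. The labels speak of 44592 nuclei and the 6 files hold 64260 barcodes, so the authors' own selection of nuclei was not used here.

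Nuclei with at least 500 detected genes and at most 5% mitochondrial UMIs were kept, which left 61609. Doublets were called in each library from simulated pairs of nuclei, taking the highest scores at an expected rate of 0.4% per 1000 nuclei, and 2762 nuclei (4.48%) were removed. The nuclei carrying both Xist and Y-linked UMIs, which only a doublet of a male and a female nucleus or free RNA can give, made up 37.6% of called doublets, 43.8% of nuclei in clusters with markers of several classes and 3.56% of nuclei in named classes. The 58847 nuclei left were clustered on 3000 variable genes with 40 principal components, 15 nearest neighbours and the Leiden method at resolution 1.0. The genes of the fixed lists, mitochondrial genes, Xist, Y-linked genes and genes following the sex of the nuclei were kept out of the clustering. Clusters were named by marker lists fixed beforehand. A cluster stayed unnamed when fewer than 3 markers were detected or its leading genes went against the name, and clusters with markers of several classes were set aside as mixed.

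UMI counts were summed per library over all nuclei and over each class with at least 20 nuclei in each library. The sums were tested with edgeR's quasi-likelihood F-test (TMM factors, default filter on low counts, no covariate), with Benjamini-Hochberg adjustment within each fit and a threshold of 0.05. Log2 changes are naloxone over saline. CPM values, UMIs scaled to a fixed library total, were computed from the sums. Gene lists were tested with limma's camera at a preset correlation of 0.01, two-sided, adjusted over 26 pairs of class and list. The difference between classes was tested as the class by treatment term with library as a block. The sex of a nucleus was read from Xist and 4 Y-linked genes, and the sex by treatment term was tested on sums by library and sex. Shares of nuclei and receptor levels were compared by exact two-sided permutation tests, which cannot go below 0.1 for 3 libraries against 3, below 0.03125 for sign flips over 6 libraries and below 0.0625 over 5. Comparing 3 libraries with 3 gives non-overlapping groups for 10% of genes by chance.

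The text names, in each fit, the 3 genes with the largest increase and the 3 with the largest decrease among genes with an adjusted p under 0.05, a mean of at least 10 CPM and libraries of the groups that do not overlap. It also names each called gene of the 3 fixed lists and the opioid receptors. Genes outside this rule are said to have been chosen after their values were seen. The marker lists, the gene lists, the tests, the naming rule and the alternatives other than those said to be chosen later were fixed before the data were examined.

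The edgeR fit was tested on simulated data with 200 genes changed by 1 on the log2 scale in each class. It recovered 93.0% of them over all nuclei, 84.5%, 86.0% and 86.0% in Drd1-like, Drd2-like and Grm8-like spiny neurons, 79.5% in astrocyte-like, 75.5% in oligodendrocyte-like, 72.0% in oligodendrocyte precursor-like, 59.5% in microglia-like and 11.5% in endothelial-like nuclei, with between 0 and 12 false calls. With no gene changed it made 0 calls, and 4.13% to 5.36% of unadjusted p were under 0.05.

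The libraries held between 55739350 and 76272798 UMIs. Depth per class differed, with medians of 12616 UMIs per Drd1-like nucleus and 2079 per oligodendrocyte-like nucleus in saline replicate 3, so shares of nuclei with a UMI were also computed after thinning each nucleus to 1000 UMIs. The alternatives were DESeq2, RLE factors, no filter on low counts, each library left out, at least 1000 genes per nucleus, doublets kept, Leiden resolution 0.5, sums by sex with sex as a covariate, adjustment over all classes together, fry, and camera with an estimated correlation. Chosen after seeing the data were clustering without the called genes, the fits of the Chst9-led, Mdfic-led and Adamtsl1-led clusters, the list tests of class differences and the sex by treatment term with its alternatives. Clusters with markers of several classes and unnamed clusters, apart from the Adamtsl1-led one, entered only the sums over all nuclei. Mural-like and ependymal-like nuclei were too few to be tested for changed genes, and no cluster was named for Chst9 or Drd3 spiny neurons, parvalbumin interneurons, glutamatergic neurons, fibroblasts or neuroblasts. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, leidenalg 0.10.2, igraph 0.11.9 and matplotlib 3.10.9 was used, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0.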

Results

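Single-nucleus RNA sequencing was carried out on the nucleus accumbens, the ventral part of the striatum, of adult Sprague-Dawley rats on postnatal days 90 to 120. All rats had self-administered heroin, for 7 days on a fixed-ratio schedule of 1 response per infusion and for 4 days at 3 responses. A progressive ratio test (a test of how much work an animal does for the drug) followed on day 12, and the schedule of 3 responses again on days 13 and 14. After the last session the rats were injected with saline or with naloxone, an opioid receptor antagonist, and were killed 1 h later. Tissue of 12 rats, 6 male and 6 female, was pooled into 6 libraries that each held tissue of both sexes. The 3 saline libraries are called saline replicates 1, 2 and 3, and the 3 naloxone libraries naloxone replicates 4, 5 and 6. Comparing the groups asks which genes differ 1 h after naloxone in rats with the same heroin history. Animals without heroin were not analysed here, so no value separates an effect of heroin itself.

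The libraries held 8094, 15020 and 9561 nuclei after saline and 11083, 11887 and 8615 after naloxone, with totals of 55739350, 75909055, 69836484, 64799132, 60236217 and 76272798 unique molecular identifiers (UMIs, each standing for 1 captured RNA molecule). After filtering and removal of called doublets, 7640, 13647, 8939, 10245, 10446 and 7930 nuclei were used. Their median depth was 5995, 4371 and 5362 UMIs in the saline libraries and 4190, 4419.5 and 6453 UMIs in the naloxone libraries. The medians averaged 5243 ± 819 UMIs after saline and 5021 ± 1246 UMIs after naloxone (SD, n = 3 libraries each), a difference smaller than the spread. The median share of mitochondrial UMIs was 0.564% in naloxone replicate 5 and between 0.153% and 0.346% in the other 5 libraries. The libraries of 1 group differed by more than counting noise, with a chi-square per degree of freedom of 10.1 to 48.3 between pairs, so all 6 were kept as separate replicates.

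Clustering gave 42 clusters. Markers fixed beforehand named 20 of them, and these held 41198 of the 58847 nuclei used. The named classes were Drd1-like (7752 nuclei), Drd2-like (5229) and Grm8-like (5209) spiny neurons, the main projection neurons of the striatum, cholinergic (292), somatostatin (482) and other GABAergic (917) interneuron-like nuclei, and astrocyte-like (4657), oligodendrocyte-like (11632), oligodendrocyte precursor-like (2575), microglia-like (1546), endothelial-like (409), mural-like (225) and ependymal-like (273) nuclei. Another 9 clusters with 5039 nuclei carried markers of several classes, and 13 clusters with 12610 nuclei stayed unnamed. No cluster took the name of the Chst9 class of spiny neurons. The cluster whose leading gene was Chst9 (3562 nuclei) had more Grm8-class markers and is part of the Grm8-like class together with an Mdfic-led cluster (1647 nuclei). An Adamtsl1-led cluster (1991 nuclei) with Drd3 among its leading genes stayed unnamed. Because the study's title is about a genetically defined population of striatal neurons, these 3 clusters were also examined by themselves, a choice made after the clusters were seen. Differences between this naming and the authors' own may come from the rebuilt class names.

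The levels of the opioid receptor genes were compared between classes to ask where each receptor is transcribed. Expression of Oprm1 (ENSRNOG00000018191), the mu receptor gene, was highest in Grm8-like spiny neurons, at 206.5 ± 14.6 CPM (the gene's UMIs scaled to a fixed library total, SD over n = 6 libraries), and next highest in cholinergic interneuron-like nuclei at 177 ± 26.8 CPM. Grm8-like nuclei lay above cholinergic ones in 4 of 6 libraries and the difference of 29.8 CPM was not larger than chance allows (exact two-sided sign-flip permutation test over the 6 libraries, p = 0.125; adjusted over the 4 receptors 0.167). Microglia-like nuclei had 121 ± 25.2 CPM, Drd1-like spiny neurons 42.7 ± 3.78, Drd2-like spiny neurons 34.96 ± 12.0 and oligodendrocyte-like nuclei 8.03 ± 1.23. Oprd1, the delta receptor gene, was highest in Drd2-like spiny neurons (72.6 ± 7.15 CPM), above cholinergic interneuron-like nuclei (29.99 ± 20.3 CPM) in 6 of 6 libraries, with an exact permutation p of 0.0312, the smallest that 6 libraries allow, and 0.125 after adjustment over the 4 receptors. Among the named classes the kappa receptor gene Oprk1 was highest in Drd1-like spiny neurons (33.2 ± 2.42 CPM), with Grm8-like ones next (28.2 ± 4.45 CPM), higher in 5 of 6 libraries (exact permutation p = 0.0625, adjusted 0.125). The Grm8-like mean covers 2 clusters that differed, the Mdfic-led one at 44.5 ± 8.81 CPM and the Chst9-led one at 17.8 ± 3.23 CPM. The Mdfic-led cluster lay above Drd1-like spiny neurons in each library (36.3 to 58.3 against 30.3 to 36.5 CPM). Oprl1, the nociceptin receptor gene, stood at 9.81 ± 2.88 CPM in somatostatin interneuron-like nuclei and 8.40 ± 3.99 CPM in oligodendrocyte precursor-like nuclei, higher in 3 of 6 libraries (exact permutation p = 0.625), and this order reversed to a difference of -0.359 CPM without saline replicate 1.

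In the Chst9-led cluster, Oprm1 reached 279 ± 11.6 CPM. This was 6.52 times the level in Drd1-like spiny neurons, 7.97 times that in Drd2-like ones, 3.11 times that in the Mdfic-led cluster (89.5 ± 11.7 CPM) and 16.2 times that in the Adamtsl1-led cluster (17.3 ± 7.55 CPM). Each of these differences had the same sign in 6 of 6 libraries (exact two-sided sign-flip permutation test, p = 0.0312, the smallest that 6 libraries allow; 0.0331 after adjustment over 18 comparisons of receptors). The ratio to Drd1-like spiny neurons was 6.39 to 6.65 when any 1 library was left out, where the test cannot go below 0.0625. An Oprm1 UMI was found in 70.5 ± 5.10% of Chst9-led nuclei at a median depth of 6333 UMIs, and in 1.35 ± 0.207% of oligodendrocyte-like nuclei at 1696 UMIs. With every nucleus thinned to 1000 UMIs, which left out 0.194% and 16.2% of them, these shares were 24.1 ± 1.96% and 0.856 ± 0.140%. Oprd1 (4.57 CPM) was lower there than in Drd1-like, Drd2-like, Mdfic-led and Adamtsl1-led nuclei in 6 of 6 libraries.

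**Figure D1:**
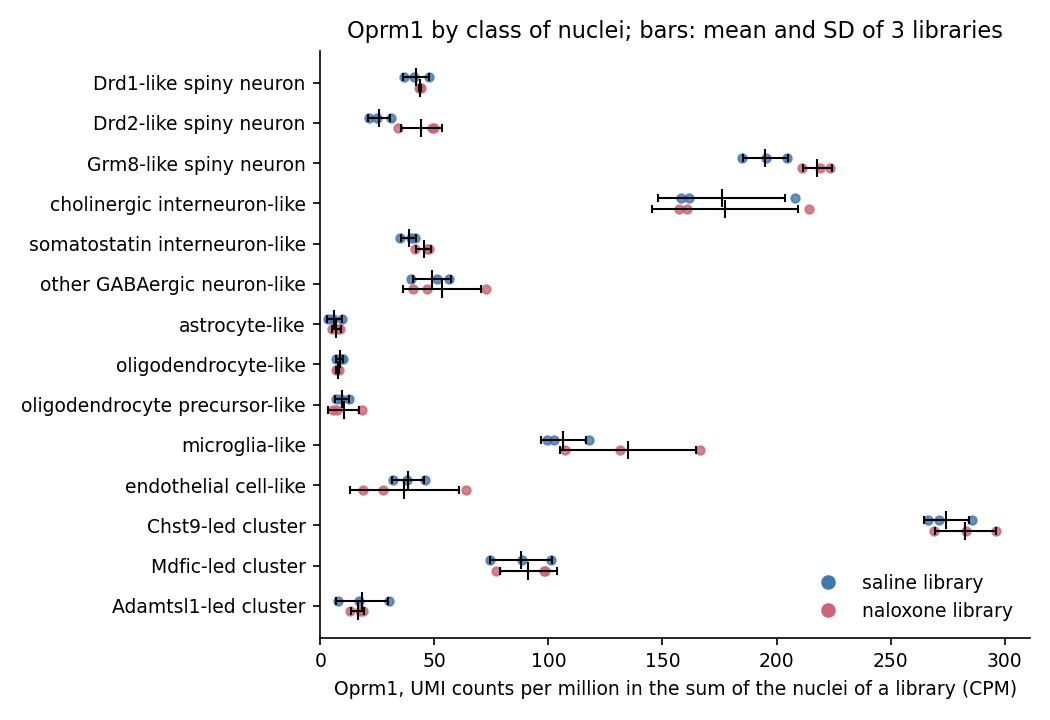
Oprm1 level (horizontal axis, CPM in the summed nuclei of a library) for each class or cluster of nuclei (vertical axis); each dot is 1 library, and black bars give the mean and SD of the 3 libraries of a group. The 6 dots of the Chst9-led cluster lie between 266 and 296 CPM, and in Drd2-like spiny neurons the 3 naloxone dots (33.8 to 49.8 CPM) lie above the 3 saline dots (21.5 to 31.04 CPM).

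Over all nuclei summed per library, edgeR's quasi-likelihood test called 10 of 17363 genes at an adjusted p under 0.05, 7 higher and 3 lower after naloxone, while 2461 genes had an unadjusted p under 0.05. DESeq2 moved this count most, to 399 genes, among which were the 10 of edgeR. The count was 0 without saline replicate 1, 2 or 3 or naloxone replicate 4, 242 without naloxone replicate 5 and 3 without naloxone replicate 6. Calcr (ENSRNOG00000010053) rose from 39.7 ± 2.45 to 69.7 ± 7.33 CPM (log2 change 0.80, SE 0.08, edgeR adjusted p = 0.0403), Camk1g by 0.68 on the log2 scale and ENSRNOG00000069652, for which the files give no symbol, by 0.66. The genes with the largest decreases were Chordc1, which fell from 102 ± 7.26 to 56.8 ± 7.62 CPM (log2 change -0.85, SE 0.11, edgeR adjusted p = 0.0487), Dnaja1 (log2 change -0.58) and P4ha1 (-0.54). Among the fixed lists, Cdkn1a (log2 change 1.73, 0.543 to 1.83 CPM) and Pdk4 (log2 change 1.23, 4.44 to 10.5 CPM) were called. Each of these 8 genes lost its call without any 1 saline library or naloxone replicate 4, with adjusted p up to 0.312 without saline replicate 1, and all but Pdk4 also without naloxone replicate 6 (up to 0.103).

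**Figure D2:**
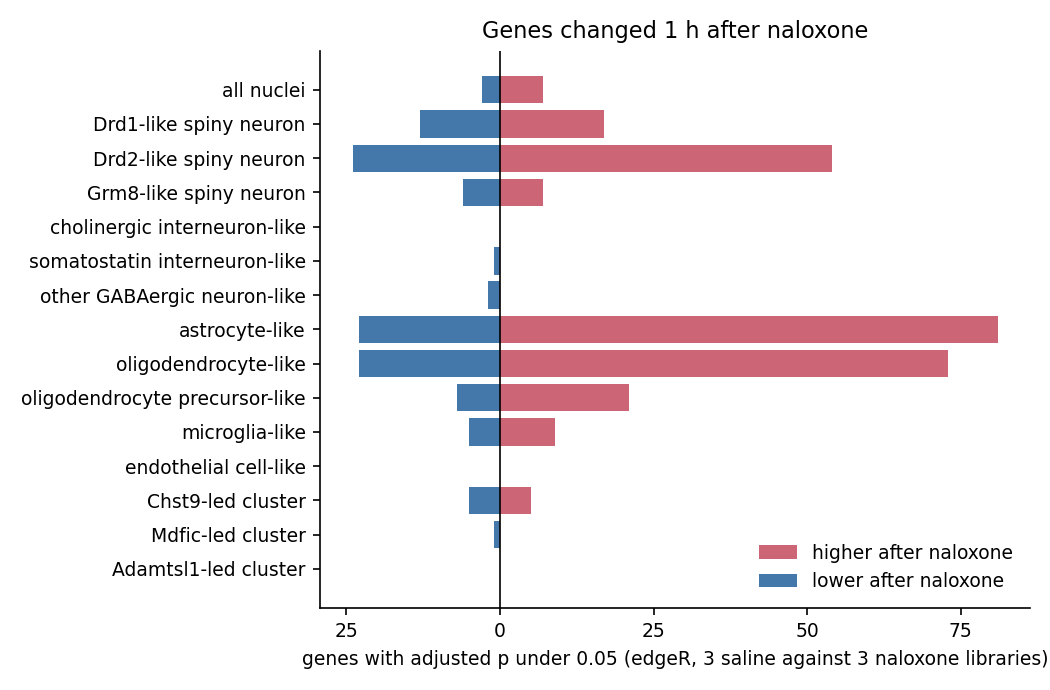
Number of genes with an edgeR adjusted p under 0.05 (horizontal axis) in all nuclei and in each class or cluster (vertical axis), with genes higher after naloxone to the right of 0 and genes lower after naloxone to the left. The largest counts were in astrocyte-like nuclei (81 higher, 23 lower), oligodendrocyte-like nuclei (73 and 23) and Drd2-like spiny neurons (54 and 24).

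Each class was then tested by itself to ask in which nuclei naloxone changed expression. Of the genes tested in the 11 named classes with enough nuclei, 290 were called in at least 1 class, 247 of them in exactly 1 and 16 in at least 3. Chordc1 was lower in 8 classes, Hsph1 in 7, Dnaja1 in 5, and Hsp90aa1 and Stip1 in 4 each. Zbtb16 was higher in 5 classes and Fkbp5 in 4. A call in one class and none in another was not taken as a difference between them.

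In Drd1-like spiny neurons 30 of 13557 genes were called (17 higher, 13 lower; 1741 at an unadjusted p under 0.05; DESeq2 101, of which 28 shared). Without saline replicates 1, 2 and 3 the count was 0, 1 and 0, and without naloxone replicates 4, 5 and 6 it was 4, 38 and 18. The largest increases were in Zbtb16, from 6.21 ± 1.53 to 16.7 ± 2.26 CPM (log2 change 1.41, SE 0.17, edgeR adjusted p = 0.0186), Pik3r5 (1.35) and Spetex2l3 (1.23). The largest decreases were in Haus2 (log2 change -1.17), Synpo2 (-1.12) and A630010A05Rikl, from 85.7 ± 11.3 to 39.5 ± 11.9 CPM (-1.12, SE 0.15, edgeR adjusted p = 0.0195). All 6 lost their call without saline replicate 1 (adjusted p up to 0.135) and without saline replicate 3 (up to 0.0789), and all but Zbtb16 without saline replicate 2 (up to 0.141). Spetex2l3, Haus2, Synpo2 and A630010A05Rikl also lost it without naloxone replicate 4 (up to 0.0787), and Synpo2 and A630010A05Rikl without naloxone replicate 6 (0.0583 and 0.0570). The symbols of Spetex2l3 and A630010A05Rikl mark them as copies or relatives of other genes, and their values are uncertain wherever they are given, because reads shared by near-identical copies can be split or dropped in counting.

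Drd2-like spiny neurons had 78 called genes of 12552 (54 higher, 24 lower; 1696 at an unadjusted p under 0.05; DESeq2 173, of which 73 shared). The count without saline replicates 1, 2 and 3 was 21, 25 and 20, and without naloxone replicates 4, 5 and 6 it was 124, 62 and 48. Cdc14a (ENSRNOG00000014515) rose from 2.43 ± 0.538 to 22.03 ± 1.21 CPM (log2 change 3.23, SE 0.18, edgeR adjusted p = 1.52e-06). Ubash3b rose from 18.995 ± 2.65 to 65.8 ± 19.3 CPM (log2 change 1.82, SE 0.19, adjusted p = 0.000633) and Gng2 from 12.7 ± 0.664 to 38.8 ± 4.24 CPM (1.63, SE 0.12, adjusted p = 2.71e-05). Bcar3 dropped from 16.7 ± 1.57 to 5.83 ± 0.315 CPM (log2 change -1.49, SE 0.15, adjusted p = 0.000633), A630010A05Rikl changed by -1.26 and Haus2 by -1.24 on the log2 scale. From the fixed lists, Egr4 (log2 change 2.02, 0.928 to 3.63 CPM), Zbtb16 (1.22), Oprm1 (0.82) and Homer1 (0.78, 344 ± 22.8 to 581 ± 126 CPM) were called. Cdc14a, Ubash3b, Gng2, Bcar3, Haus2 and Zbtb16 stayed under 0.05 whichever library was left out, with Zbtb16 highest at 0.0317. A630010A05Rikl was lost without saline replicate 1 (0.0735), saline replicate 3 (0.0729) or naloxone replicate 6 (0.0530), Homer1 without saline replicate 1, 2 or 3 (0.0826, 0.111 and 0.0666), and Egr4 without any library except naloxone replicate 4 (up to 0.182). Oprm1 was lost without saline replicates 2 or 3 or naloxone replicates 5 or 6, with the values given further on.

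In Grm8-like spiny neurons 13 of 12385 genes were called (7 higher, 6 lower; 1367 at an unadjusted p under 0.05; DESeq2 48, of which 12 shared), and clustering again without any called gene, an alternative chosen after seeing the data, gave 7. The Chst9-led part of this class was larger in each naloxone library (67.5% to 77.9% against 63.1% to 67.3%), which can move its sums. Leaving out saline replicates 1, 2 and 3 gave 3, 0 and 6, and leaving out naloxone replicates 4, 5 and 6 gave 3, 58 and 21. Pik3r5 (log2 change 1.14), Tipin (1.04) and Nek5 (0.91) rose most. Haus2 (log2 change -1.08, SE 0.15, 31.4 ± 2.63 to 14.6 ± 2.66 CPM, edgeR adjusted p = 0.0158), A630010A05Rikl (-0.96) and Chordc1 (-0.79) fell most. All 6 were lost without saline replicate 1 (adjusted p up to 0.181) and without saline replicate 2 (up to 0.214). Pik3r5, Tipin, A630010A05Rikl and Chordc1 were lost without saline replicate 3 (up to 0.226), Pik3r5, Nek5, Haus2 and A630010A05Rikl without naloxone replicate 4 (up to 0.124), Tipin and A630010A05Rikl without naloxone replicate 6 (0.0636), and Nek5 without naloxone replicate 5 (0.0512).

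The Chst9-led cluster had 10 called genes of 11452 (5 higher, 5 lower; 1047 at an unadjusted p under 0.05; DESeq2 20, of which 8 shared), with 3, 1 and 6 without saline replicates 1, 2 and 3 and 3, 23 and 19 without naloxone replicates 4, 5 and 6. Spetex2l3 (log2 change 1.49), Ubash3b (0.65, SE 0.11, 45.5 ± 2.98 to 70.7 ± 7.78 CPM, edgeR adjusted p = 0.0363) and Sphkap (0.61, 767 ± 153 to 1159 ± 113 CPM) rose most, although DESeq2 gave Sphkap an adjusted p of 0.251. Chordc1 (-0.84), Hsph1 (-0.82, SE 0.11, 133 ± 4.53 to 74.7 ± 11.8 CPM, edgeR adjusted p = 0.00512) and Stip1 (-0.70) fell most. Hsph1 kept its call whichever library was left out (adjusted p up to 0.0459), and the other 5 lost it without saline replicate 2 (up to 0.225). Each of these 5 lost it without at least 1 further library too (up to 0.297, without saline replicate 1). In the Mdfic-led cluster 1 of 10276 genes was called (909 at an unadjusted p under 0.05; DESeq2 3), Haus2, with a log2 change of -1.44 (SE 0.20, 33.1 ± 1.86 to 11.5 ± 3.23 CPM, edgeR adjusted p = 0.0140). It was lost without saline replicate 2 (0.0778), naloxone replicate 4 (0.0967) or naloxone replicate 5 (0.0809), and the count rose to 3 without saline replicate 1, 8 without saline replicate 3 and 23 without naloxone replicate 6. The Adamtsl1-led cluster had 0 called genes of 8978 by edgeR (631 at an unadjusted p under 0.05) and 0 by DESeq2, with 2 without naloxone replicate 4 and 7 without naloxone replicate 6.

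Cholinergic interneuron-like nuclei had 0 called genes of 7269 by edgeR (372 at an unadjusted p under 0.05) and 0 by DESeq2, and 0 without any 1 library. In somatostatin interneuron-like nuclei Hsph1 was the 1 call among 7215 genes, falling from 130 ± 5.74 to 55.4 ± 20.9 CPM (log2 change -1.25, SE 0.22, edgeR adjusted p = 0.0470; 480 genes at an unadjusted p under 0.05; DESeq2 0). It had an adjusted p of 0.113 with DESeq2, 0.0521 with other normalization factors and up to 0.225 (without saline replicate 1) in 5 of the 6 fits that left out a library. The count of calls was 0 without saline replicate 1, 2 or 3 or naloxone replicate 6 and 2 without naloxone replicate 5. Other GABAergic nuclei had 2 called genes of 9157 (752 at an unadjusted p under 0.05; DESeq2 3), Hsph1 (log2 change -1.07, SE 0.15, 111 ± 11.3 to 52.0 ± 7.67 CPM, edgeR adjusted p = 0.00453) and Chordc1 (-0.91). Both were lost without saline replicate 1 (0.0755 and 0.1002) or saline replicate 3 (0.0721 and 0.109), and the count was 0, 3 and 0 without saline replicates 1, 2 and 3 and 10, 10 and 6 without naloxone replicates 4, 5 and 6. On simulated data 58.5%, 62% and 76% of log2 changes of 1 were recovered in cholinergic, somatostatin and other GABAergic nuclei, so some would have been missed.

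In astrocyte-like nuclei edgeR called 104 of 11057 genes (81 higher, 23 lower; 1271 at an unadjusted p under 0.05; DESeq2 115, of which 89 shared). Adjustment over all classes together reduced this to 40. Without saline replicates 1, 2 and 3 the count was 27, 45 and 35, and without naloxone replicates 4, 5 and 6 it was 69, 123 and 47. Fkbp5 (ENSRNOG00000022523) rose from 20.2 ± 3.03 to 146 ± 106 CPM (log2 change 2.85, SE 0.39, edgeR adjusted p = 0.00438), with 268 CPM in naloxone replicate 5 and 76.6 and 93.8 CPM in naloxone replicates 4 and 6. Rin3 (log2 change 1.85) and Nfkbia (1.68) followed. Adgrg3 (-1.35), Fkbp4 (-1.24) and Chordc1 (-1.003, SE 0.15, 123 ± 15.2 to 59.0 ± 11.6 CPM, edgeR adjusted p = 0.00511) fell most. Also called from the fixed lists were Errfi1 (1.59), Pdk4 (1.31), Hif3a (1.19, DESeq2 adjusted p = 0.103), Zbtb16 (1.05) and Klf9 (0.91). Fkbp5, Rin3, Chordc1, Pdk4, Zbtb16 and Klf9 kept their calls whichever library was left out (adjusted p up to 0.0496 for Zbtb16). Nfkbia was lost without any library except naloxone replicate 6 (up to 0.182, without saline replicate 1), Adgrg3 without saline replicate 1 (0.0816), saline replicate 3 (0.155) or naloxone replicate 4 (0.121), and Fkbp4 without saline replicate 1, 2 or 3 (up to 0.134) or naloxone replicate 6 (0.0992). Errfi1 was lost without saline replicate 1 or 2 (0.0742 and 0.0672) and Hif3a without saline replicate 1, 2 or 3 (0.135, 0.0608 and 0.0977).

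In oligodendrocyte-like nuclei 96 of 11383 genes were called (73 higher, 23 lower; 1300 at an unadjusted p under 0.05; DESeq2 173, of which 94 shared), and 54 after adjustment over all classes together. The count was 32, 48 and 35 without saline replicates 1, 2 and 3 and 96, 122 and 83 without naloxone replicates 4, 5 and 6. Arhgap31 (log2 change 2.14, SE 0.31, 12.9 ± 0.127 to 58.8 ± 28.7 CPM, edgeR adjusted p = 0.00493), Nfil3 (2.01) and Fkbp5 (1.97, 47.6 ± 2.43 to 192 ± 110 CPM) rose most, and Cdkn1a had a log2 change of 2.84 at a low level (2.09 to 15 CPM). ENSRNOG00000066983 (-1.54), Hsph1 (-1.44, SE 0.15, 162 ± 22.7 to 60.1 ± 10.3 CPM, edgeR adjusted p = 0.00124) and Naalad2 (-1.39) fell most. From the fixed lists Ddit4 (1.82), Sgk1 (1.59), Errfi1 (1.53), Zbtb16 (1.34), Arrdc2 (1.32), Pdk4 (1.31), Klf9 (0.95) and Tsc22d3 (0.57) were called too. Zbtb16 and Arrdc2 were not called by DESeq2 (adjusted p = 0.0680 and 0.0705). Arhgap31, Nfil3, Fkbp5, Hsph1, Cdkn1a, Ddit4, Sgk1, Errfi1, Pdk4 and Klf9 kept their calls whichever library was left out. Zbtb16, Arrdc2 and Tsc22d3 were lost without any 1 saline library (up to 0.163, for Arrdc2 without saline replicate 3). Naalad2 was lost without saline replicate 1 (0.133), saline replicate 3 (0.163) or naloxone replicate 4 (0.0861), and ENSRNOG00000066983 without any library except naloxone replicate 5 (up to 0.226, without saline replicate 3).

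Oligodendrocyte precursor-like nuclei had 28 called genes of 10260 (21 higher, 7 lower; 1017 at an unadjusted p under 0.05; DESeq2 41, of which 24 shared). The count was 1, 36 and 66 without saline replicates 1, 2 and 3, 30, 27 and 14 without naloxone replicates 4, 5 and 6, and 12 with doublets kept. ENSRNOG00000067598 (log2 change 2.31), Gpd1 (2.05) and Tnfrsf11a (1.84) rose most, Hs3st4 (-3.23), Nrg1 (-1.76) and Mlip (-1.45) fell most, and Fkbp5 (1.75), Zbtb16 (1.53) and Errfi1 (1.41) were called from the fixed lists. Hs3st4 went from 49.5 ± 40.8 to 5.10 ± 2.62 CPM (saline libraries 46.7, 91.6 and 10.1 CPM), and Nrg1 from 352 ± 179 to 104 ± 23.0 CPM. Nrg1 stood at 5028 CPM in somatostatin nuclei and Mlip was a leading gene of Drd1-like ones. Neuronal RNA, not tested here, may give these falls. DESeq2 did not call Hs3st4, Nrg1 or Mlip (adjusted p = 0.0897, 0.109 and 0.0671), nor did edgeR with doublets kept (0.199, 0.154 and 0.102), where Gpd1 was lost as well (0.0588). All 9 genes were lost without saline replicate 1 (adjusted p of 0.0815 to 0.236). Hs3st4 and Mlip were lost without any library except saline replicate 3 (up to 0.239), and Gpd1 without any except naloxone replicate 6 (up to 0.128). Nrg1 was also lost without naloxone replicate 4 or 6, and Tnfrsf11a without naloxone replicate 6 or saline replicate 2 (at most 0.149 each).

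Microglia-like nuclei had 14 called genes of 6222 (9 higher, 5 lower; 507 at an unadjusted p under 0.05; DESeq2 28, of which 10 shared). The count was 3, 6 and 2 without saline replicates 1, 2 and 3. It was 11, 11 and 21 without naloxone replicates 4, 5 and 6, and 5 among nuclei with at least 1000 detected genes. Fkbp5 rose from 136 ± 8.04 to 672 ± 221 CPM (log2 change 2.32, SE 0.22, edgeR adjusted p = 5.97e-05) and Eef2k from 164 ± 55.3 to 578 ± 55.4 CPM (1.84, SE 0.19, adjusted p = 0.000148). Both kept their calls whichever library was left out (adjusted p up to 0.00581). Pstpip1 (log2 change 1.82), Itga4 (-1.61), Chordc1 (-1.02) and Adgra3 (-0.95) had adjusted p of up to 0.315, 0.635, 0.480 and 0.235 without saline replicate 3. Chordc1 was lost without any 1 library (at least 0.0765), and Pstpip1, Itga4 and Adgra3 without at least 3 further libraries. Endothelial-like nuclei had 0 called genes of 4027 by edgeR (194 at an unadjusted p under 0.05) and 2 by DESeq2, with 1 without naloxone replicate 4 and 1 without naloxone replicate 5. Here 11.5% of simulated log2 changes of 1 were recovered, so most would have been missed.

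A list of 16 glucocorticoid-responsive genes, fixed before the data were examined as all the lists and tests of the design were, was tested as a set to ask whether a stress hormone response is present. Over all nuclei the listed genes had a mean log2 change of 0.69, with 15 of 16 higher after naloxone (limma camera, preset correlation 0.01, adjusted p = 2.87e-09). Adjusted p over 26 pairs of class and list was 4.67e-17 in oligodendrocyte-like (mean log2 change 1.498, 11 of 11 genes higher), 1.33e-12 in astrocyte-like (1.27, 11 of 11), 1.20e-06 in oligodendrocyte precursor-like (0.97, 7 of 7) and 1.15e-05 in microglia-like nuclei (1.19, 4 of 4). It was 0.0176 in Drd1-like (0.35, 10 of 11) and 0.0122 in Drd2-like spiny neurons (0.37, 9 of 10), but 0.409 in Drd1-like and 0.0772 in Drd2-like ones without naloxone replicate 5, and 0.0643 in Drd1-like ones without saline replicate 3. The 3 naloxone libraries lay above the 3 saline libraries in each of the 4 glial classes, with naloxone replicate 5 highest. These calls rested on the choice of set test. With fry only the calls over all nuclei (0.0172) and in oligodendrocyte-like nuclei (0.0387) held, with 0.0787 in the other 3 glial classes, and with an estimated correlation between genes no call held (0.112 over all nuclei, at least 0.234 in the classes). No call was made in Grm8-like spiny neurons (0.160), which turned to 0.0150 without naloxone replicate 4, in the Chst9-led cluster (0.0992; 0.0168 without naloxone replicate 4), or in other GABAergic nuclei (0.108; 0.0471 without naloxone replicate 4). Nor was one made in endothelial-like nuclei (0.0552; 0.0107 without naloxone replicate 6 and 0.0271 without saline replicate 3) or in the Mdfic-led (0.276) and Adamtsl1-led (0.272) clusters. In somatostatin interneuron-like nuclei (0.821) the mean of -0.03 and the median of 0.02 differed in sign. Single listed genes called when adjusted over the list alone, against those called over all genes, numbered 11 against 2 over all nuclei, 11 against 7 in astrocyte-like, 11 against 10 in oligodendrocyte-like, 5 against 3 in oligodendrocyte precursor-like and 3 against 1 in microglia-like nuclei. In neurons they numbered 2 against 1 in Drd1-like and 3 against 1 in Drd2-like spiny neurons, 3 against 0 in the Chst9-led cluster and 2 against 0 in other GABAergic nuclei. There Zbtb16 rose (0.45) and Sgk1 fell (-0.43).

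The list of 30 activity-regulated genes, of which 28 were found in the files, asks whether neurons were more or less active. Over all nuclei it was not called (mean log2 change 0.02, 14 of 27 genes higher, camera adjusted p = 0.777), and the sign of that mean reversed in 2 of the fits that left out a library. It was lower in Drd1-like spiny neurons (mean -0.33, 6 of 21 genes higher, adjusted p = 0.00190, and 1.29e-05 to 0.0173 with any 1 library left out). It was also lower in the Mdfic-led cluster (-0.39, 3 of 11 higher, 0.0230), where the call was lost without naloxone replicate 5 (0.0737) or saline replicate 1 (0.0553). It was higher in Drd2-like spiny neurons (mean 0.48, 17 of 21 higher, 0.0121), but not without naloxone replicate 6 (0.702), whose score of 0.64 stood apart from -0.19 and -0.03 in naloxone replicates 4 and 5. In oligodendrocyte precursor-like nuclei (0.24, 6 of 9 higher, 0.0311) the call was lost without saline replicate 2 (0.124) or naloxone replicate 5 (0.168). None of these 4 calls held with fry (0.191 to 0.468) or with an estimated correlation (0.310 to 0.490). The adjusted p was 0.0552 in oligodendrocyte-like nuclei (0.0216 without saline replicate 1 and 0.0490 without naloxone replicate 4) and 0.124 in other GABAergic nuclei (0.0471 without naloxone replicate 4 and 0.0496 without saline replicate 1). It was 0.216 in the Chst9-led cluster (0.00431 without naloxone replicate 4 and 0.0496 without saline replicate 1) and 0.562 in the Adamtsl1-led cluster (0.0182 without saline replicate 1). In Grm8-like spiny neurons the mean of -0.19 and the median of 0.03 differed in sign (adjusted p = 0.187). No call was made in cholinergic (0.256), somatostatin (0.187; mean -0.22, 0 of 5 higher), astrocyte-like (0.272) and microglia-like (0.821) nuclei, although the 3 saline scores lay above the 3 naloxone scores in astrocyte-like nuclei (0.06 to 0.11 against -0.17 to -0.03). When adjusted over the list alone, 4 genes were called in Drd2-like spiny neurons (2 over all genes), 3 in oligodendrocyte-like nuclei and 1 in oligodendrocyte precursor-like nuclei, and 2 each in the Chst9-led and Mdfic-led clusters (0 over all genes in these 4). These genes were chosen after their values were seen, except Egr4 and Homer1 in Drd2-like spiny neurons. They were Egr4, Homer1, Sik1 and Vgf in Drd2-like spiny neurons, Nptx2, Scg2 and Vgf in oligodendrocyte-like nuclei, Scg2 in precursor-like nuclei and Homer1 and Vgf in the Chst9-led cluster, all higher, and Nr4a3 and Tiparp in the Mdfic-led cluster, both lower.

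**Figure D3:**
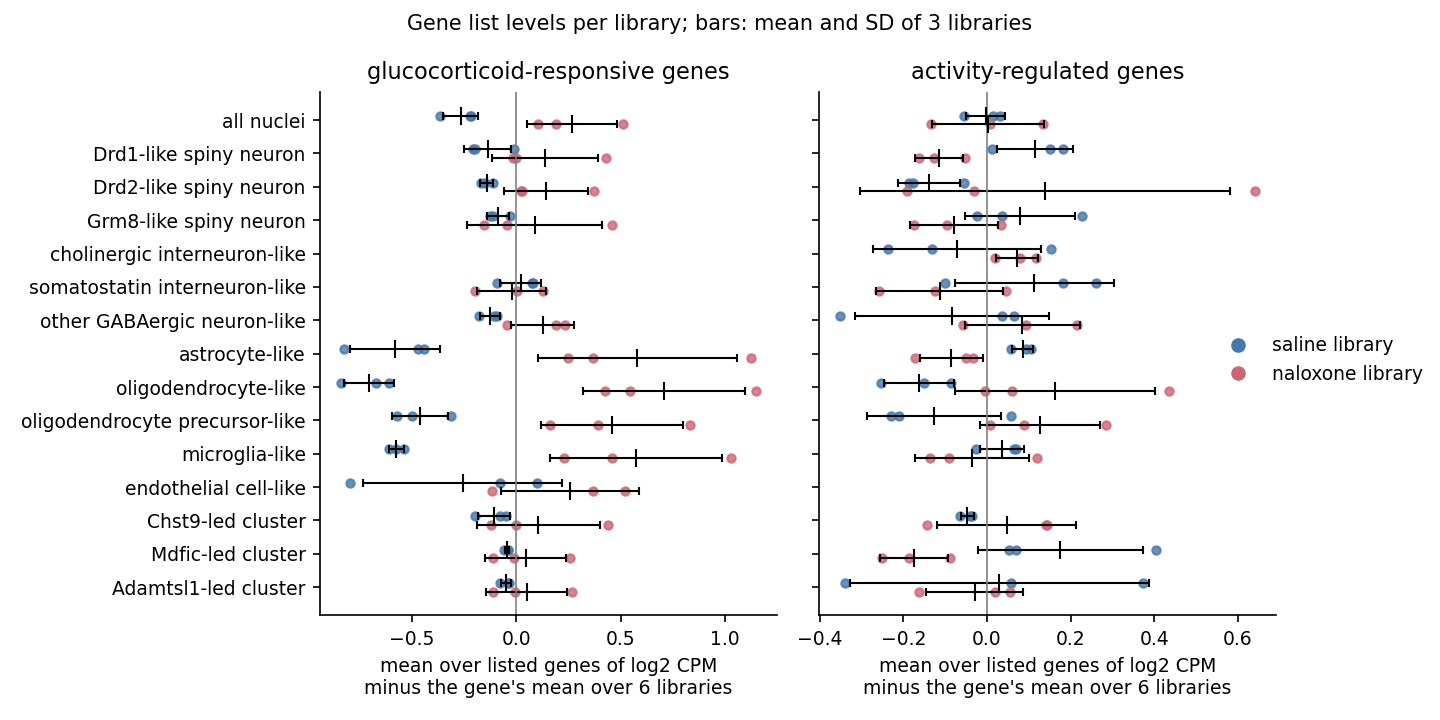
Mean over the listed genes of log2 CPM minus the gene's mean over the 6 libraries (horizontal axes) for the glucocorticoid-responsive list and the activity-regulated list, by class or cluster (vertical axis); each dot is 1 library and black bars give the mean and SD of the 3 libraries of a group. In oligodendrocyte-like nuclei the glucocorticoid scores of the naloxone libraries lie between 0.43 and 1.15 and those of the saline libraries between -0.84 and -0.61, and in Drd2-like spiny neurons naloxone replicate 6 (0.64) lies apart in the activity list.

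Of the 8 opioid receptor and peptide genes, Oprm1 rose in Drd2-like spiny neurons from 25.8 ± 4.86 to 44.2 ± 8.95 CPM (log2 change 0.82, SE 0.16, edgeR adjusted p = 0.0356 over all genes and 0.00887 adjusted over the list alone; 3 of 3 naloxone libraries above all saline libraries; DESeq2 adjusted p = 0.000443). Over all classes together its adjusted p was 0.0634, and over all genes it was 0.182 without saline replicate 2, 0.177 without saline replicate 3, 0.0964 without naloxone replicate 5 and 0.0997 without naloxone replicate 6, with 0.00902 as the lowest value when 1 library was left out. The share of Drd2-like nuclei with an Oprm1 UMI overlapped between the groups, at 14.0% to 20.7% after saline and 18.4% to 33.7% after naloxone, and thinned to 1000 UMIs at 2.57% to 3.55% and 3.33% to 4.62%. Oprk1 in the same class changed from 12.5 ± 2.90 to 6.77 ± 2.12 CPM (log2 change -0.90, SE 0.23), with an edgeR adjusted p of 0.0993 over all genes and 0.0408 over the list alone. Adjusted over the list alone these were the 2 calls, against 1 over all genes, and their number was 0 without naloxone replicate 5 and 3 without saline replicate 3 or naloxone replicate 6. In Drd1-like spiny neurons Oprm1 changed by 0.06 on the log2 scale (41.7 ± 5.72 to 43.7 ± 0.2998 CPM, edgeR adjusted p = 0.830) and in the Chst9-led cluster by 0.06 (274.5 ± 10.03 to 283 ± 13.5 CPM, 0.864). In the other classes and clusters where it could be tested, its change ran from -0.16 in oligodendrocyte-like (0.861) to 0.30 in microglia-like nuclei (0.790), with the lowest adjusted p, 0.420, in Grm8-like spiny neurons (log2 change 0.16). Oprd1 changed by between -1.002 in the Adamtsl1-led cluster (0.594) and 0.33 in cholinergic nuclei (0.968), with the lowest adjusted p in Drd1-like spiny neurons (-0.28, 0.520). Apart from Drd2-like spiny neurons, Oprk1 changed by between -0.57 in precursor-like (0.558) and 0.11 in oligodendrocyte-like nuclei (0.946), with the lowest adjusted p in Drd1-like spiny neurons (-0.17, 0.434). Oprl1 was lower in the 5 classes and clusters where it could be tested, by -0.35 in Drd1-like spiny neurons (0.547) to -0.60 in precursor-like nuclei (0.678), and none of these passed 0.05 (lowest 0.448, Grm8-like spiny neurons). No peptide gene was called. Penk came closest, with a log2 change of 0.83 (SE 0.28) in other GABAergic nuclei and 0.62 (SE 0.21) in the Adamtsl1-led cluster, both with 0.101 adjusted over the list alone. The other pairs of receptor and class had too few counts to be tested.

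Whether naloxone acted differently in 2 classes was tested as the difference of its effects within libraries. Drd2-like and Drd1-like spiny neurons differed in 188 of 13316 genes (edgeR quasi-likelihood interaction term, adjusted p under 0.05), 164 with a larger and 24 with a smaller log2 change in Drd2-like ones, while 1338 had an unadjusted p under 0.05. DESeq2 called 49, all among the 188. The count was 96, 95 and 82 without saline replicates 1, 2 and 3 and 263, 137 and 91 without naloxone replicates 4, 5 and 6. The differences of log2 change were largest for Cdc14a (3.32, SE 0.25, adjusted p = 1.17e-09; 5.05 to 4.88 CPM in Drd1-like spiny neurons), Ubash3b (1.85, SE 0.14, adjusted p = 1.17e-09) and Bcl2 (1.45, SE 0.10, adjusted p = 1.08e-09) among those with at least 10 CPM. They were smallest for Bcar3 (-0.98), Bmpr1b (-0.67, DESeq2 adjusted p = 0.191) and Pgr (-0.58). From the fixed lists Fosb (2.68, at 2.53 to 6.15 CPM in Drd2-like and 1.51 to 0.589 CPM in Drd1-like spiny neurons), Egr4 (1.99), Tiparp (1.17), Nr4a3 (1.06), Homer1 (0.78), Oprm1 (0.77, SE 0.12, adjusted p = 0.000318) and Oprk1 (-0.74, adjusted p = 0.0340) differed. Cdc14a, Ubash3b, Bcl2, Nr4a3, Homer1, Oprm1 and Bcar3 kept their calls whichever library was left out, Oprm1 with at most 0.00904. Fosb (0.211), Egr4 (0.211), Tiparp (0.336), Oprk1 (0.350), Bmpr1b (0.0641) and Pgr (0.168) lost theirs without naloxone replicate 6. Egr4, Pgr and Oprk1 also lost theirs without saline replicates 1, 2 or 3 (0.0540 to 0.303), Tiparp without saline replicate 1 (0.0670), Pgr and Oprk1 without naloxone replicate 5 (0.212 and 0.0686), and Bmpr1b without saline replicate 2 (0.180) or naloxone replicate 4 (0.0871). The activity-regulated list was also tested as a set in this difference, a test added after the data were seen. Its mean difference of log2 change was 0.85, with 21 of 22 genes larger in Drd2-like spiny neurons (limma camera, adjusted p = 2.11e-07 over 6 list tests; 3.35e-10 to 0.000219 unadjusted with any 1 library left out). This call did not hold with fry (adjusted 0.178) or with an estimated correlation (adjusted 0.402). The glucocorticoid-responsive list was not called in this difference (mean -0.02, 5 of 11 genes larger, camera adjusted p = 0.628).

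Grm8-like and Drd1-like spiny neurons differed in 6 of 13237 genes, all larger in Grm8-like ones (928 at an unadjusted p under 0.05; DESeq2 1). The count was 3, 0 and 7 without saline replicates 1, 2 and 3 and 5, 3 and 4 without naloxone replicates 4, 5 and 6. Zfp804b (difference of log2 change 0.72, SE 0.10, edgeR adjusted p = 0.0102), Cdh6 (0.67) and Slc35f4 (0.42) had the largest differences, and without saline replicate 2 their adjusted p was 0.205, 0.224 and 0.237. Cdh6 and Slc35f4 were not called by DESeq2 (0.102 and 0.305). They were also lost without saline replicate 1 (0.0941 and 0.160) and naloxone replicate 6 (0.0567 and 0.0607), Cdh6 without naloxone replicate 4 (0.0682), and Zfp804b and Slc35f4 without naloxone replicate 5 (0.0551 and 0.0589). The Chst9-led cluster, tested after it was seen that no cluster took the name of the Chst9 class, differed from Drd1-like spiny neurons in 16 of 13029 genes (11 larger, 5 smaller; 933 at an unadjusted p under 0.05; DESeq2 1). The count was 5, 0 and 4 without saline replicates 1, 2 and 3 and 20, 11 and 9 without naloxone replicates 4, 5 and 6. Pth2r (1.35, SE 0.22), Zfp804b (0.97, SE 0.13, edgeR adjusted p = 0.00365) and Ubash3b (0.67) were larger, Vwa5b1 (-1.05), Gng2 (-0.64) and Cux2 (-0.62) smaller, and Homer1 (0.41) was called from the fixed lists. DESeq2 called Zfp804b (0.00367) and none of the other 6 (0.529 to 0.825). All 7 were lost without saline replicate 2 (0.0650 to 0.132), and Zfp804b kept its call without each of the other 5 libraries. The other 6 each lost theirs without at least 2 further libraries, up to 0.321 for Vwa5b1 without naloxone replicate 6. As a set, the activity-regulated list had a mean difference of 0.54 between the Chst9-led cluster and Drd1-like spiny neurons (18 of 21 genes larger, limma camera adjusted p = 8.65e-06, and 0.00542 with fry and 0.0411 with an estimated correlation). It had a mean difference of 0.08 between Grm8-like and Drd1-like ones (16 of 22 genes larger, camera adjusted p = 0.364). The glucocorticoid-responsive list had mean differences of -0.10 (camera 0.565, fry 0.0492) and -0.14 (camera 0.291, fry 0.0594) in these comparisons, all adjusted over the 6 tests, so only fry called the former.

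Shares of nuclei were compared to ask whether naloxone changed the makeup of the tissue sample. No named class differed beyond the spread between libraries, with exact two-sided permutation p of at least 0.2 where 3 libraries against 3 allow no less than 0.1, and an edgeR adjusted p of 0.919 for the counts of nuclei. Drd2-like spiny neurons made up 13.7 ± 1.13% of named nuclei after saline and 11.4 ± 1.91% after naloxone (exact permutation p = 0.2, 0.975 after adjustment over 13 classes), oligodendrocyte-like nuclei 27.8 ± 5.35% and 29.1 ± 6.96%, and microglia-like nuclei 3.18 ± 0.853% and 4.58 ± 1.41%. The difference for oligodendrocyte-like nuclei ran from -2.47 percentage points without naloxone replicate 4 to 4.41 without saline replicate 3. Unnamed clusters held 19.4 ± 0.638% of the nuclei used after saline and 23.8 ± 2.86% after naloxone, with each naloxone library above each saline library (exact permutation p = 0.1). Mixed clusters held 9.20 ± 1.79% and 7.67 ± 0.711% (exact permutation p = 0.3).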

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

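The comparison of the Chst9-led cluster with Drd1-like spiny neurons, the set test of the activity-regulated list on class differences, the sex by naloxone terms with their alternatives, the comparison of sex-term genes with other classes, the test of mixing with any other class, the share of Chst9-led nuclei and all counts of other splits of the libraries were chosen only after the results were seen.

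Naloxone changed 188 genes differently in Drd2-like and Drd1-like spiny neurons by a test of the difference itself, 49 by DESeq2, and between 82 (without saline replicate 3) and 263 (without naloxone replicate 4) with 1 library left out. If nuclei or RNA of another class were mixed in, the genes marking that class would move along with the called genes. No other class had a higher level of 17 of the called genes. For the other 171 the genes marking each class with a higher level moved by at most 19.1% of what the needed share brings (median 0.256%). Mixing thus fell short for all 188 genes and was excluded as the whole cause for the classes and clusters that were fitted. A control with 10% of Grm8-like RNA added to Drd2-like nuclei gave at least 50% of the needed change for 82 of 87 genes. The 9 Drd2-class markers (median difference -0.082) and the 7 Drd1-class markers (-0.04) stayed near 0, which decides nothing by itself. Depth was excluded as well. With each nucleus thinned to 3000 UMIs, 183 of the 183 called genes still tested kept their sign, with a median ratio of 1.04 to their unthinned size, and 81 were called in both fits. Of the 10 splits of the 6 libraries into 3 against 3, only the real split gave as many genes (1 of 10), and the largest other gave 0. Cdc14a, Ubash3b and Bcl2 had edgeR adjusted p of 1.17e-09, 1.17e-09 and 1.08e-09 and kept their calls whichever library was left out. These values argue against chance as the source of all 188 differences, although 10 splits alone cannot settle it. The activity-regulated list differed with an unadjusted camera p of 3.51e-08, again the smallest in 1 of 10 splits (lowest other 1.22e-06), though not with fry (0.119 unadjusted). In 7 of the 9 other splits camera also gave under 0.05, so at the preset correlation it calls this list under most groupings. Part of that list rested on naloxone replicate 6, without which Fosb, Egr4 and Tiparp were lost and the camera p was 0.000219. A different response of the 2 classes to naloxone may explain the pattern and stays a hypothesis, since it was found and tested in the same libraries.

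In Grm8-like spiny neurons the difference from Drd1-like ones held for 6 genes (DESeq2 1; 0 without saline replicate 2, 7 without saline replicate 3) and in the Chst9-led cluster for 16 genes (DESeq2 1; 0 without saline replicate 2, 20 without naloxone replicate 4). The 7 Chst9-class markers had a median difference of -0.17 in the Chst9-led cluster and the 8 Grm8-class markers of 0.09 in Grm8-like spiny neurons, which decides nothing about mixing. In the Chst9-led comparison the genes marking other classes moved by at most 19.6% of what mixing needs, which fell short for 16 of 16 genes, so mixing with the fitted classes and clusters was excluded as the whole cause. In the Grm8-like comparison it fell short for 5 of 6 genes, with up to 54.4% for Plxnc1 (named after its values were seen) and Chst9-led nuclei as the source. Chst9-led nuclei made up 63.1% to 67.3% of the Grm8-like class after saline and 67.5% to 77.9% after naloxone (exact two-sided permutation p = 0.1, the smallest possible), although Sphkap, a leading gene of that cluster, was itself called. A shift in this share could therefore give part of those differences. As many genes came from 2 of 10 splits for Grm8-like spiny neurons (another gave 9) and 1 of 10 for the Chst9-led cluster (largest other 4). The activity-regulated list differed in the Chst9-led cluster (limma camera adjusted p = 8.65e-06) and not in Grm8-like spiny neurons (adjusted p = 0.364). Before adjustment these values were 2.88e-06 (1 of 10 splits as small, lowest other 0.00942) and 0.243 (3 of 10, lowest other 0.0680). For Grm8-like spiny neurons chance may give as many genes. For the genes of the Chst9-led cluster chance cannot be told apart either, as 10 splits are too few and no gene was called without saline replicate 2. The list difference there held with fry and with an estimated correlation (limma adjusted p = 0.00542 and 0.0411) and with any 1 library left out (unadjusted 4.70e-06 to 8.57e-05), and 3 of the 9 other splits gave under 0.05. These values argue against chance for the list, although 10 splits alone cannot settle it. With only 9 listed genes testable in the cluster alone, the fall in Drd1-like spiny neurons may give most of the difference. A response unlike theirs may remain as a hypothesis.

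A sex by naloxone term was called for 2 genes in Grm8-like spiny neurons (Ano3, Smokl4), 4 in somatostatin interneuron-like nuclei (Kcnip4, Lrp1b, Foxp2, Vwc2l), and 3 in microglia-like nuclei (Auts2, Adarb2, Cacnb2). It was called for 2 in the Chst9-led cluster (Edil3, Smokl4), 4 in the Mdfic-led cluster (Adamts19, Ano3, Zfp804b, Zfpm2) and 2 in the Adamtsl1-led cluster (Sox6, Nrg1), all named after their values were seen. The symbol of Smokl4 marks it as a relative of other genes, and its counts are uncertain. DESeq2 called 1, 1, 0, 0, 1 and 1. With 1 library left out the counts fell to 0, without saline replicate 1 in Grm8-like, Chst9-led, Mdfic-led and Adamtsl1-led nuclei, saline replicate 2 in microglia-like and naloxone replicate 6 in somatostatin nuclei. They rose to 17, 5 and 8 (Grm8-like, Chst9-led and Mdfic-led, without naloxone replicate 4) and to 10, 7 and 10 (somatostatin, microglia-like and Adamtsl1-led, without naloxone replicate 5). In the other 9 units edgeR called 0, with 102 to 1001 genes at an unadjusted p under 0.05 and 15 calls by DESeq2 in sum. Of the 17 gene and class pairs, 11 were at least 3 times higher in another class. RNA or nuclei of other classes could therefore give part of these differences, which the remaining pairs do not settle. Splits with as many genes numbered 2, 1, 2, 4, 2 and 5 of 10 in the order above (10 of 10 by construction where 0 were called), with up to 9, 3, 3, 5, 4 and 6 genes in another split. A sex difference in the response stays open and untested beyond these counts.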

How the results depend on the processing

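Clustering without the called genes, the fits of the Chst9-led, Mdfic-led and Adamtsl1-led clusters, the Chst9-led comparison with Drd1-like spiny neurons, the list tests of class differences and the sex by naloxone terms, each with their alternatives, were chosen only after the data were seen. No paired analysis was possible because the groups share no replicate numbers. Where a result moved, the cause was not tested, unless the construction of the alternative is named as the cause.

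DESeq2 in place of edgeR gave 399 called genes over all nuclei, 101 in Drd1-like, 173 in Drd2-like and 48 in Grm8-like spiny neurons, 0 in somatostatin interneuron-like, 173 in oligodendrocyte-like, 28 in microglia-like and 2 in endothelial-like nuclei, 20 in the Chst9-led and 3 in the Mdfic-led cluster. Without the filter on low counts there were 39 over all nuclei, 252 in Drd1-like, 484 in Drd2-like and 250 in Grm8-like spiny neurons, 19 in cholinergic, 21 in somatostatin and 64 in other GABAergic nuclei. There were 328 in astrocyte-like, 392 in oligodendrocyte-like, 228 in precursor-like, 66 in microglia-like and 22 in endothelial-like nuclei, and 143, 72 and 26 in the Chst9-led, Mdfic-led and Adamtsl1-led clusters. This alternative by construction adds genes with few counts.

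Sums by library and sex with sex as a covariate gave 80 called genes over all nuclei, 129 in Drd1-like, 120 in Drd2-like and 25 in Grm8-like spiny neurons, 0 in somatostatin and 12 in precursor-like nuclei, 39 in the Chst9-led and 4 in the Mdfic-led cluster. This fit treats the male and female sums of 1 library as separate, although they share its preparation. Adjustment over all classes together, which by construction moves calls between classes, gave 42 in Drd2-like spiny neurons, 1 in cholinergic, 3 in somatostatin and 11 in other GABAergic nuclei, 40 in astrocyte-like, 54 in oligodendrocyte-like and 1 in endothelial-like nuclei, and 20, 8 and 3 in the Chst9-led, Mdfic-led and Adamtsl1-led clusters. Nuclei with at least 1000 genes gave 0 over all nuclei, 18 in precursor-like and 5 in microglia-like nuclei. In precursor-like nuclei doublets kept gave 12 and resolution 0.5 gave 53. RLE normalization gave 0 in somatostatin nuclei, and clustering without the called genes gave 7 in Grm8-like spiny neurons.

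Leaving out each library in turn moved every count of called genes by more than 1.5 times at least once, except that in cholinergic nuclei, which stayed at 0. The counts ran from 0 to 242 over all nuclei, 0 to 38 in Drd1-like, 20 to 124 in Drd2-like and 0 to 58 in Grm8-like spiny neurons, 0 to 2 in somatostatin and 0 to 10 in other GABAergic nuclei. They ran from 27 to 123 in astrocyte-like, 32 to 122 in oligodendrocyte-like, 1 to 66 in precursor-like, 2 to 21 in microglia-like and 0 to 1 in endothelial-like nuclei, and 1 to 23, 0 to 23 and 0 to 7 in the Chst9-led, Mdfic-led and Adamtsl1-led clusters. The 104 named genes and receptors had 1415 values under the alternatives. Of these, 1067 kept their direction and side of the threshold, 348 kept the direction but were no longer called, and 0 reversed. Whichever library was left out, 32 kept their call, and 72 lost it at least once.

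Most list calls rested on the preset correlation. With an estimated correlation the glucocorticoid-responsive list had adjusted p of 0.112 over all nuclei, 0.390 in Drd1-like, 0.310 in Drd2-like, 0.293 in astrocyte-like and microglia-like and 0.234 in oligodendrocyte-like and precursor-like nuclei. With fry it had 0.337 in Drd1-like, 0.237 in Drd2-like and 0.0787 in astrocyte-like, precursor-like and microglia-like nuclei. The activity-regulated list had 0.310, 0.490, 0.310 and 0.310 with an estimated correlation and 0.210, 0.468, 0.191 and 0.262 with fry in Drd1-like, Drd2-like, precursor-like and Mdfic-led nuclei, and the difference of Drd2-like from Drd1-like nuclei 0.402 and 0.178 (0.138 and 0.119 before adjustment over 6 list tests). Without the filter on low counts the glucocorticoid-responsive list gave 0.0702 in Drd1-like, 0.0518 in Drd2-like and 0.0209 in endothelial-like nuclei and reversed in somatostatin nuclei (0.223), and the activity-regulated list gave 0.108 in precursor-like and 0.00679 in Adamtsl1-led nuclei and reversed in other GABAergic (0.568) and microglia-like nuclei (0.966). With doublets kept the glucocorticoid-responsive list gave 0.0368 in endothelial-like nuclei and reversed in somatostatin nuclei (0.686).

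With a library left out, the adjusted p of the glucocorticoid-responsive list ran from 0.00313 to 0.409 in Drd1-like, 0.000817 to 0.0772 in Drd2-like and 0.0150 to 0.939 in Grm8-like spiny neurons, 0.398 to 0.939 in somatostatin nuclei (1 reversal), 0.0471 to 0.223 in other GABAergic and 0.0107 to 0.255 in endothelial-like nuclei, and 0.0168 to 0.429 in the Chst9-led cluster. For the activity-regulated list it ran from 0.0871 to 0.967 over all nuclei (2 reversals), 1.02e-05 to 0.702 in Drd2-like spiny neurons, 0.0471 to 0.576 in other GABAergic, 0.0216 to 0.142 in oligodendrocyte-like, 0.0234 to 0.168 in precursor-like and 0.578 to 0.939 in microglia-like nuclei (2 reversals). It ran from 0.00431 to 0.537, 0.00294 to 0.0737 and 0.0182 to 0.939 (1 reversal) in the Chst9-led, Mdfic-led and Adamtsl1-led clusters.

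The difference of Drd2-like from Drd1-like spiny neurons was called for 49 genes by DESeq2 and for 82 to 263 with a library left out. For Grm8-like spiny neurons the numbers were 1 by DESeq2, 100 without the filter and 0 to 7 with a library left out, and for the Chst9-led cluster 1, 75 and 0 to 20. The sex by naloxone term without the filter gave 126 genes in Grm8-like, 24 in somatostatin, 23 in Chst9-led, 28 in Mdfic-led and 13 in Adamtsl1-led nuclei and 223 summed over the 9 units with none. By DESeq2 it gave 1 in each of Grm8-like, somatostatin, Mdfic-led and Adamtsl1-led nuclei, 0 in microglia-like and Chst9-led nuclei, and 15 in the sum. Leaving out a library gave 0 to 17 in Grm8-like, 0 to 10 in somatostatin, 0 to 7 in microglia-like, 0 to 5 in Chst9-led, 0 to 8 in Mdfic-led and 0 to 10 in Adamtsl1-led nuclei and 1 to 157 in the sum.

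The 2 opioid genes called over the list became 5 without the filter and 0 to 3 with a library left out. With 5 libraries the sign-flip test cannot pass 0.05, which by construction removed the call of Oprm1 in the Chst9-led cluster (6.39 to 6.65 times Drd1-like). It also put the unadjusted p of Oprd1 (a difference of 39.2 to 49.6 CPM) past 0.05, though with 6 libraries its adjusted p was 0.125 already, and the Oprl1 difference ran from -0.359 to 2.93 CPM. Among nuclei with at least 1000 genes the difference in share reversed for Grm8-like (0.320 percentage points), cholinergic (0.00910) and mural-like nuclei (-0.0477). With a library left out it ran from -3.57 to 0.232 for Drd1-like, -0.830 to 0.548 for Grm8-like, -0.117 to 0.110 for cholinergic, -0.0287 to 0.172 for somatostatin, -0.401 to 0.00334 for other GABAergic, -2.47 to 4.41 for oligodendrocyte-like, -0.0909 to 0.121 for mural-like and -0.272 to 0.211 for ependymal-like nuclei. Endothelial-like nuclei with at least 1000 genes were too few to be fitted, and resolution 0.5 could not be applied to all nuclei or to clusters taken by number. Depth limits calls in endothelial-like, cholinergic, microglia-like and somatostatin nuclei, where 11.5% (endothelial-like) to 62.0% (somatostatin) of simulated log2 changes of 1 were recovered.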

Other observations

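The counts of other splits of the libraries, the comparison of chaperone falls per nucleus, the test of naloxone replicate 5 for lower quality, the clustering without called genes and the fits of the Chst9-led cluster were chosen only after the results were seen. The remaining tests in this part were written before their values were computed, though on patterns already noticed in these libraries.

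Glucocorticoid-responsive genes were higher after naloxone in the 4 glial classes. RNA of oligodendrocytes in other nuclei was excluded as the whole cause, since the median log2 change of oligodendrocyte markers was 0.29 in astrocyte-like (9 of 10 higher), 0.05 in precursor-like (6 of 11) and at most 0.43 in microglia-like nuclei (6 of 7). The list means there were 1.27, 0.97 and 1.19, and 0 of these markers were called by edgeR. A constant carry-over was excluded too as the whole cause, because the listed genes would need a median of 44.0%, 25.9% and 33.5% of oligodendrocyte RNA in these classes, where the markers allow a median of 2.37%, 9.31% and 5.93%. It was not excluded for single genes of precursor-like nuclei, where 5 of 7 need more than is allowed, against 9 of 9 and 4 of 4. After thinning to 1000 UMIs per nucleus the list mean was lowest in precursor-like nuclei, at 1.24, against 1.21 unthinned over the same genes, and stood at 1.29, 1.54 and 1.31 in astrocyte-like, oligodendrocyte-like and microglia-like nuclei, so depth was excluded. Only the real split of 10 gave as many classes with a changed list (1 of 10), although 6 classes stood against 5 in each of 3 other splits, or as small a camera p over all nuclei (1 of 10, lowest other 2.93e-06). At its preset correlation camera gave under 0.05 in 6 of the 9 other splits too. A rise of circulating corticosterone after naloxone may lie behind these values. Hormone levels were not measured here, and the hypothesis rests on gene names alone.

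Genes of chaperones and their partners were lower after naloxone. Of 25 listed after the pattern was noticed, 24 were lower over all nuclei (median log2 change -0.39). The 11 of them called in no fit had a median of -0.25 for the mean change over classes, and the 9 of these tested in microglia-like nuclei of 0.10 there. Because the whole list was drawn up for the pattern, this comparison is void, and selection of the noticed genes stays open. Free RNA shared by all nuclei predicts a larger fall of CPM in glia than in spiny neurons, and 17 of 22 genes had it, so a change of the free RNA could contribute. It was left open whether free RNA gives the whole fall in spiny neurons, since 11 of 22 genes had a larger fall in UMIs per nucleus in both spiny classes than in every glial class. Cooler tissue after naloxone predicts a rise of cold-induced genes. Rbm3 was higher in 8 of 9 classes but its lowest adjusted p was 0.353 (edgeR, Drd2-like spiny neurons, log2 change 0.43), so this cannot be told apart from no change, and Cirbp was not analysed here. A lower body temperature or a lower demand for protein folding after naloxone stays a hypothesis.

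One cluster of oligodendrocyte-like nuclei (3470 nuclei) took 96.7% of its nuclei from naloxone libraries. When the 294 called genes were left out of the clustering, which gave 45 clusters and the same class for 98.9% of nuclei, the highest naloxone share of an oligodendrocyte-like cluster was 55.3%. The genes left out had been chosen because they differed by treatment, so a separate type of nuclei would have lost its markers too. A state defined by genes that naloxone changed and a separate type cannot be told apart by this test, whose outcome its construction fixed.

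Naloxone replicate 5 lay apart from the other libraries on the first principal component of the summed nuclei (45.8% of variance, 18.4 against -6.10 to -0.906). Its median mitochondrial share was the highest, at 0.564%, and leaving it out raised the count of called genes over all nuclei from 10 to 242. Lower quality may play a part, but 1 library cannot separate quality from biology. The mitochondrial share of its nuclei alone was excluded for spiny neurons. Among nuclei with at most 0.2% mitochondrial UMIs its gene differences from the other libraries had a slope of 0.780 on those among the other nuclei in Drd2-like and 0.877 in Drd1-like spiny neurons, across 3166 and 3213 genes, which are not independent replicates. In astrocyte-like and oligodendrocyte-like nuclei this test was void, with 11 and 4 nuclei at a low share.

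Oprm1 was higher in the Chst9-led cluster than in the other spiny neuron classes. Free RNA was excluded as the source, as 24.1% of Chst9-led nuclei against 0.856% of oligodendrocyte-like nuclei had an Oprm1 UMI at 1000 UMIs per nucleus. The rise of Oprm1 after naloxone in Drd2-like spiny neurons would need 10.7% of Grm8-like, 7.56% of Chst9-led or 13.0% of cholinergic nuclei or their RNA, and the genes marking these classes rose by a median of 4.12%, 3.93% and 0.331% of the amount that needs, so such mixing was excluded. A regulation of Oprm1 in Drd2-like spiny neurons may remain, as a hypothesis limited by the 4 libraries whose omission removed the call.

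Counts of called genes were set against the 10 splits of the 6 libraries, of which the real one is always 1, so the share cannot fall below 0.1 and decides nothing by itself. The real split alone gave as many genes (1 of 10) in 8 units. It gave 104 against at most 0 in another split in astrocyte-like and 96 against 0 in oligodendrocyte-like nuclei, and 78 against 1 in Drd2-like, 30 against 1 in Drd1-like and 13 against 3 in Grm8-like spiny neurons. The numbers were 14 against 1 in microglia-like nuclei, 10 against 1 over all nuclei and 10 against 3 in the Chst9-led cluster. In oligodendrocyte precursor-like nuclei 2 of 10 did, and saline replicates 1 and 2 with naloxone replicate 5 against the rest gave 43 genes, above the real 28. In other GABAergic nuclei 2 of 10 did, in the Mdfic-led cluster 3 and in somatostatin nuclei 4, where another split gave 8 against 1. Where edgeR called 0 genes all 10 did, with up to 1, 12 and 8 in another split in cholinergic, endothelial-like and Adamtsl1-led nuclei. As many classes with a changed activity-regulated list were found in 3 of 10 splits, and as many called opioid genes in 2 of 10.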
